A study of Mus musculus with 72 samples.

How the data were processed

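The samples were mouse embryonic stem cells, 2 control lines and 3 lines without functional Nup133, sequenced as messenger RNA at day 0, day 2 and day 3 of a neuroectodermal differentiation. Nup133 is a subunit of the Y-complex, a scaffold of the nuclear pore. Per the labels, RNA was purified with oligo(dT) and made into stranded TruSeq libraries. Each of the 18 biological samples was sequenced as 4 technical replicates, which gives 72 libraries. The deposited values are raw counts per Ensembl transcript, 1 column per library. The aligner, the counting program, the genome build, the annotation release and the use of strand are stated neither in the labels nor in the file headers.

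The transcripts of a gene that share exons held nearly equal counts, so a read had been counted for each transcript it overlapped. Summed over all transcripts, a library held between 2.68 and 2.97 times the counts of its genes. Counts of a gene's transcripts were therefore not added up. Each gene was represented by the transcript with the highest total over the 72 libraries. Gene names and positions came from GENCODE M21 on GRCm38, and 108214 of the 110379 transcript identifiers matched it. Identifiers without a match held from 1.44% to 2.48% of a library's counts and were left out. The matched transcripts belong to 45321 genes, of which 15530 have more than 1 transcript. A read that fell in exons of overlapping genes was counted for each of them, so the levels of overlapping genes are uncertain, and the overlaps of a named gene are given once, beside its level.

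The 4 technical replicates of a sample were added up. Over genes with at least 40 counts in sum, the chi-square of the 4 replicates per degree of freedom lay between 1.01 and 1.03 in the 18 samples, where counting error alone gives about 1. Between the biological replicates of the control line HM1 it was 11.3 at day 0, 9.60 at day 2 and 6.66 at day 3. The number of replicates per group is therefore 3 biological samples. The controls of a day come from 2 lines, because HM1 gives 2 of the 3 samples. The spread between the HM1 replicates holds no difference between lines. Controls were HM1 biological replicate 1, HM1 biological replicate 2 and line 1A4, taken as control replicates 1, 2 and 3. Lines 14, 19 and 319 were taken as knockout replicates 1, 2 and 3. The gene counts per sample ranged from 16.5 M (line 19, day 2) to 54.4 M (line 14, day 3). A fold against a group whose samples all held at most 3 counts is given as a lower bound, computed with 3 counts in each of those samples. Such bounds cover counting error only, since the libraries carry no molecular identifiers. Intervals of a share of genes treat the genes as independent.

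Genes were tested with edgeR 4.0.16 (R 4.3.3, limma 3.58.1). Libraries were scaled with TMM, and the filter filterByExpr on the 6 groups kept 18273 genes. A quasi-likelihood model with robust estimation held the 6 groups of genotype and day and a term for genetic background, HM1-derived or blastocyst-derived. All 18 samples entered 1 fit with 11 residual degrees of freedom, and the common biological coefficient of variation was 0.246. Contrasts were the knockout against the control at each day, the change of that difference between days, and the change between days within each genotype. P-values were adjusted with the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p below 0.05. Fold changes are on the log2 scale with their standard error. CPM (counts per 1e6 counts) use TMM scaling, with the SD over 3 samples.

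Gene lists for pluripotency, primed pluripotency, neural fate, the retinoic acid response, mesendoderm and nucleoporins were fixed before the data were examined. They were tested with camera at a preset correlation of 0.01 between genes, adjusted over the 18 tests of 6 lists and 3 days. The same lists were tested between days in the controls, adjusted over 12 tests. The alternatives were fry and camera with an estimated correlation. The lists hold genes that are also named singly, among them Zfp42 and Esrrb (pluripotency), Fgf5 (primed), Sox1, Pax6 and Lhx1 (neural), Cyp26a1 (retinoic acid), Cer1 (mesendoderm) and Nup210l (nucleoporins). A list of fibroblast transcripts was summed in each sample to look for feeder cells.

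The genes named were also chosen by a rule set before the data were examined. They include Nup133, Lhx1 and Nup210l, the differentiation genes Zfp42, Esrrb, Fgf5, Sox1, Pax6 and Cyp26a1, and 5 genes per day. Those 5 had the largest absolute log2 fold change among called genes with a mean of at least 1 CPM in the higher group. They also had the same sign in the 3 knockout lines against the controls of their own background, a gene symbol that is not a clone or predicted name, and no position on chromosomes 8, 12, X, Y or the mitochondrial genome. Chromosomes 8, 12, X and Y were excluded because the labels give different copies of them between lines. Lhx1 and Nup210l were named from what was known of the study, so they were not chosen blind to its findings.

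The samples of a series come from 1 cell line followed over 3 days, so the replicate numbers pair samples between days by construction. The deviations of same-series samples from their group means had a correlation above 0.1 in 16 of 18 pairs, with a range from -0.09 to 0.40. The tests between days were repeated with the series as a block. Lines of the control and knockout groups are not paired, apart from their genetic background.

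The analysis was tested on simulated counts drawn from the real means and library sizes, with 200 genes changed. Of genes changed 2-fold, 49.3% of 67 were called, of those changed 4-fold 92.5% of 67, and of those changed 8-fold 97.0% of 66. For the change of the genotype difference between days the shares were 16.4%, 73.1% and 90.9%. Of 17870 unchanged genes 10 were called. Those counts were drawn independently, without differences between lines that persist over days. The false calls of the main fit under such differences were therefore not measured. DESeq2 1.42.0 recovered 88.5% of the 200 changed genes and called 48 of 17870 unchanged genes. A chromosome made 0.58 higher on the log2 scale was found 0.53 higher.

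Alternatives set before the data were examined were DESeq2 and its size factors, other filters on low counts, no background term, a minimum fold change, 1 technical replicate alone, technical replicates as separate samples, each biological replicate left out in turn, the HM1-derived lines alone, each day fitted alone, the chromosomes with labelled copy differences left out, and the block. Others were chosen after the data were seen and are named as such with their results. The tables and plots used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.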

Results

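Messenger RNA was sequenced from mouse embryonic stem cells with and without Nup133 at 3 time points, which asks how loss of this Y-complex nucleoporin changes gene expression on the way to neuronal progenitors. Control cells were the line HM1, in 2 biological replicates, and the blastocyst-derived line 1A4. Lines 14 and 19 are knockout derivatives of HM1 made by CRISPR/Cas9, and line 319 is a blastocyst-derived mutant line. Day 0 cells came from serum and LIF after plating off the feeder fibroblasts. Day 2 cells had grown in N2B27 medium without LIF, and day 3 cells had then received retinoic acid for a day. Each of the 6 groups of genotype and day held 3 biological samples.

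Gene counts in the day 0 controls were 43.4 M and 45.8 M (HM1 replicates 1 and 2) and 26.6 M (line 1A4). At day 2 these samples held 42.7 M, 41.6 M and 48.3 M counts, and at day 3 they held 32.6 M, 25.8 M and 34.6 M counts. The knockout samples of lines 14, 19 and 319 held 33.4 M, 48.7 M and 52.2 M counts at day 0. Their counts were 51.7 M, 16.5 M and 23.1 M at day 2, and 54.4 M, 26.7 M and 34.5 M at day 3. The number of genes detected per sample ranged from 14584 (line 19, day 2) to 17726 (line 14, day 3). The first principal component held 47.2% of the variance and the second 17.6%. On the first component the samples were ordered by day, with scores from -106.7 to -86.5 at day 0 and from 71.97 to 103.1 at day 3. Line 19 at day 2 lay apart on the second component at -110.8, where the other day 2 samples lay between -57.3 and -35.3.

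The transcript of the targeted gene was examined first. Nup133 (transcript ENSMUST00000044795) has 26 exons and lies on chromosome 8 at 123897123 to 123949265 on the minus strand (GRCm38). Gm29773 and Gm45890 overlap it on the opposite strand, so their reads may be included if the counting ignored strand. Its level at day 0 was 268.6 ± 47.7 CPM in the controls (SD, n = 3) and 29.6 ± 6.8 CPM in the knockout samples. At day 2 the levels were 244.0 ± 20.9 CPM and 25.3 ± 9.2 CPM, and at day 3 they were 194.2 ± 19.3 CPM and 18.5 ± 5.0 CPM. No knockout sample exceeded 37.1 CPM and no control sample lay under 179.5 CPM. The log2 fold change was -3.19 ± 0.26 (SE) at day 0, -3.28 ± 0.26 at day 2 and -3.40 ± 0.27 at day 3, with adjusted p-values of 2.1e-05, 3.2e-05 and 2.0e-05 (edgeR quasi-likelihood test). The fall was seen in each line and day, from -2.69 (line 19, day 2) to -3.91 (line 319, day 3) against the controls of the same background. Leaving out line 1A4 moved the day 0 value most, to -2.88. The fall did not differ between days (interaction -0.09 ± 0.34 at day 2 and -0.21 ± 0.34 at day 3, adjusted p 0.96 and 0.91).

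**Figure D1:**
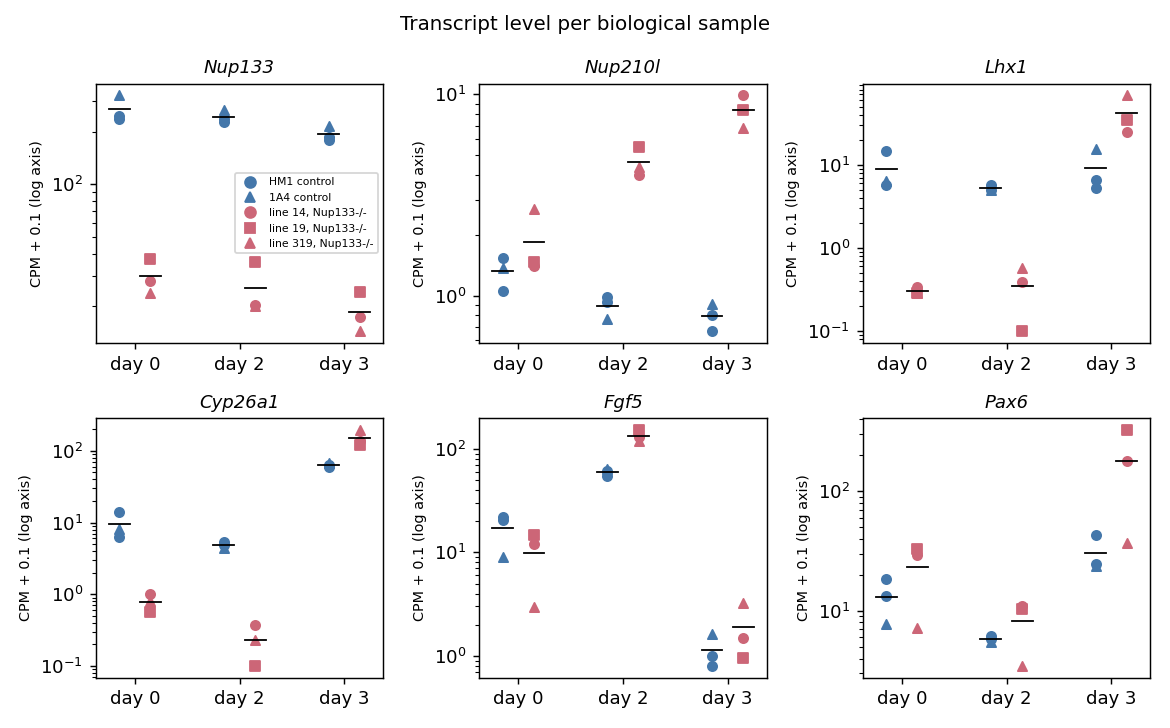
Levels of 6 genes in each of the 18 samples, as CPM plus 0.1 on a log axis, against the day. Blue symbols are control samples, red symbols are knockout samples, and bars are group means of 3 samples; all knockout samples lie below all controls for Nup133 at each day, and Lhx1 and Cyp26a1 change from lower to higher in the knockout samples at day 3.

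Differentiation in the controls gives the background against which the genotypes were compared. Between day 0 and day 2, 6438 of 18273 genes were called, 3598 higher and 2840 lower. Between day 2 and day 3, 3918 genes were called, 2288 higher and 1630 lower. In the knockout lines 6561 genes changed between day 0 and day 2 (3795 higher, 2766 lower) and 6141 between day 2 and day 3 (3225 higher, 2916 lower). Leaving out HM1 replicate 1 moved the first control count most, to 2833, and it was 3164 without HM1 replicate 2. The second was 1256 without HM1 replicate 1, 1215 without HM1 replicate 2, 2391 without line 1A4 and 6362 without line 19, and the first knockout count was 3813 without line 14. Of the 12 list tests in the controls, 9 were called by camera. From day 0 to day 2 the pluripotency list had a median log2 fold change of -2.63 (18 of 19 genes lower, adjusted p 2.0e-14) and the primed list one of 2.00 (8 of 8 genes higher, adjusted p 1.0e-08). From day 2 to day 3 the median of the retinoic acid list rose by 6.26 (15 of 15 genes higher, adjusted p 2.4e-79), the neural list rose by 1.78 (13 of 16 genes, adjusted p 1.0e-05) and the primed list fell by 2.74 (6 of 8 genes, adjusted p 2.9e-12). The pluripotency list had a median of -0.70 in that step (adjusted p 0.0011). The nucleoporin list had medians of -0.27 and then -0.32 (adjusted p 0.017 and 2.8e-04), and the retinoic acid list fell by 0.88 from day 0 to day 2 (adjusted p 0.013). The lists not called were neural from day 0 to day 2 (median 1.06, or 0.79 with genes near 0 counts at their bound; adjusted p 0.37) and mesendoderm in both steps (medians -0.98 and -1.41, the second -0.36 without a gene near 0 counts; adjusted p 0.12 and 0.32). Under fry 9 of the 12 tests were called, with mesendoderm from day 0 to day 2 (adjusted p 0.037) in place of pluripotency from day 2 to day 3 (0.054). With an estimated correlation the primed list in both steps and the neural and retinoic acid lists from day 2 to day 3 were called.

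Single markers were measured over the same days in the controls. Zfp42 (ENSMUST00000082120, chromosome 8: 43295063 to 43306980) went from 613.8 ± 79.6 CPM at day 0 to 58.6 ± 11.1 at day 2 and 32.9 ± 6.8 at day 3. Esrrb (ENSMUST00000110204, chromosome 12: 86361117 to 86521628) went from 684.3 ± 25.8 CPM to 71.7 ± 8.5 and 47.0 ± 14.2. Fgf5 (ENSMUST00000031280, chromosome 5: 98254184 to 98277030) rose from 16.95 ± 7.02 CPM to 59.8 ± 4.6 at day 2 and fell to 1.03 ± 0.42 at day 3. Sox1 (ENSMUST00000180353, chromosome 8: 12395295 to 12400126, overlapped on the same strand by Gm25239) rose from 1.00 ± 0.77 CPM to 4.83 ± 2.97 and 60.9 ± 30.2. Pax6 (ENSMUST00000167211, chromosome 2: 105668900 to 105697364) was at 13.02 ± 5.29, 5.71 ± 0.31 and 30.2 ± 10.7 CPM.

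**Figure D2:**
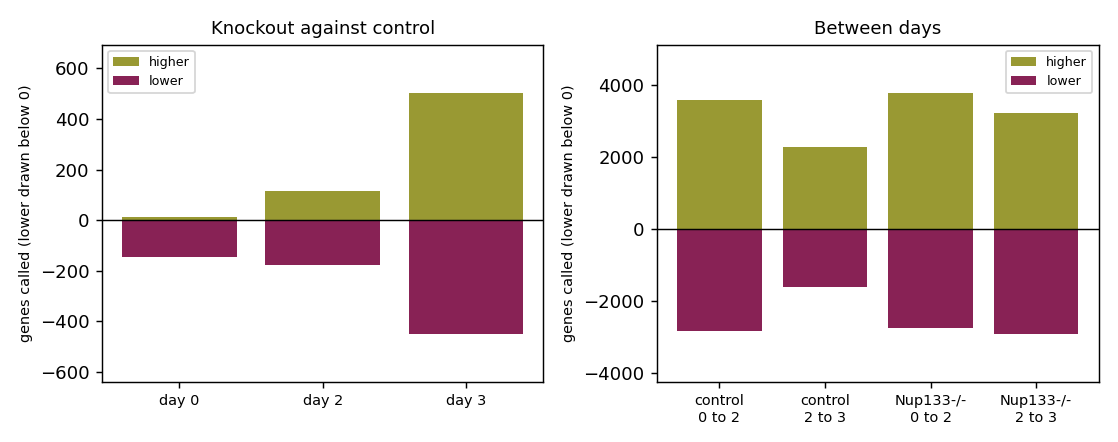
Number of genes called at an adjusted p below 0.05, with genes higher above 0 and genes lower below 0. The left panel compares knockout and control samples at each day (156, 292 and 951 genes), and the right panel compares days within each genotype.

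At day 0, where cells were pluripotent, 156 genes differed between knockout and control samples, 12 higher and 144 lower in the knockout. At an unadjusted p below 0.05 there were 1946. Treating the 4 technical replicates as separate samples moved this count most, to 4895, because it counts repeated sequencing as replication. The count was 47 without HM1 replicate 1, 18 without HM1 replicate 2, 246 without line 1A4, 32 without line 14 and 406 without line 319. The 5 named genes were all lower in the knockout. Lhx1 (ENSMUST00000018842, chromosome 11: 84518284 to 84525535) was at 8.77 ± 4.92 CPM in controls and 0.20 ± 0.03 in knockout samples (log2 fold change -5.53 ± 0.60, adjusted p 2.8e-04). Isg15 (ENSMUST00000085425, chromosome 4: 156199424 to 156200818) was at 5.26 ± 3.49 and 0.13 ± 0.06 CPM (log2 fold change -5.20 ± 0.58, adjusted p 2.8e-04). The other three had at most 2 counts in every knockout sample, so their folds are lower bounds. Aplnr (ENSMUST00000057019, chromosome 2: 85136225 to 85139923) was at 3.84 ± 2.77 CPM in controls and at least 49.3-fold lower in the knockout (adjusted p 2.8e-04). Iigp1 (ENSMUST00000032473, chromosome 18: 60376027 to 60392634) was at 1.06 ± 0.59 CPM and at least 13.6-fold lower (adjusted p 0.0054). Sprr2a3 (ENSMUST00000193337, chromosome 3: 92285417 to 92291405) was at 1.44 ± 0.71 CPM and at least 18.5-fold lower (adjusted p 0.0058), and is uncertain because near-identical copies of this gene can share its reads. Iigp1 and Sprr2a3 lost their call without HM1 replicate 2 (adjusted p 0.103 and 0.087) and without line 14 (0.073 and 0.054).

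At day 2, after LIF withdrawal, 292 genes differed, 116 higher and 176 lower in the knockout. At an unadjusted p below 0.05 there were 3735. The count was 22 without HM1 replicate 1, 25 without HM1 replicate 2, 117 without line 1A4, 656 without line 14 and 1374 without line 319. Fitted from the 6 day 2 samples alone, no gene was called, with 1460 at an unadjusted p below 0.05. Under that fit every named gene lost its call. The named genes were again lower in the knockout. Cyp26a1 (ENSMUST00000025946, chromosome 19: 37697798 to 37701536) was at 4.81 ± 0.52 CPM in controls and 0.13 ± 0.13 in knockout samples (log2 fold change -4.71 ± 0.46, adjusted p 2.2e-04). Cer1 (ENSMUST00000048430, chromosome 4: 82881751 to 82885148) was at 4.37 ± 1.70 and 0.08 ± 0.05 CPM (log2 fold change -5.46 ± 0.51, adjusted p 3.1e-04). Aplnr was at 2.97 ± 0.53 and 0.06 ± 0.05 CPM (log2 fold change -5.51 ± 0.72, adjusted p 0.0014). Shh (ENSMUST00000002708, chromosome 5: 28456815 to 28467256, overlapped on the opposite strand by 9530036O11Rik and Gm26894) was at 1.77 ± 0.89 CPM in controls and at least 12.9-fold lower in the knockout (adjusted p 3.7e-04). Postn (ENSMUST00000107985, chromosome 3: 54361109 to 54391037) was at 1.71 ± 1.20 CPM and at least 12.4-fold lower (adjusted p 0.0040). Postn is on the fibroblast list, and its call was lost in the HM1-derived lines alone (adjusted p 0.058) and with the longest transcript as its representative (0.068).

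At day 3, after retinoic acid, 951 genes differed, 503 higher and 448 lower in the knockout. At an unadjusted p below 0.05 there were 4002. The count was 37 without HM1 replicate 1, 17 without HM1 replicate 2, 354 without line 1A4, 461 without line 14 and 2019 without line 319. The 5 named genes were higher in the knockout. Nup210l (ENSMUST00000200410, chromosome 3: 90104132 to 90212048) was at 0.69 ± 0.12 CPM in controls and 8.23 ± 1.55 in knockout samples (log2 fold change 3.57 ± 0.32, adjusted p 5.2e-05). Prdm13 (ENSMUST00000144160, chromosome 4: 21677480 to 21685963) was at 0.31 ± 0.09 and 5.51 ± 4.86 CPM (log2 fold change 3.93 ± 0.75, adjusted p 0.011), with per-line values from 0.91 (line 319) to 5.11 (line 19). Hoxc6 (ENSMUST00000001711, chromosome 15: 102998257 to 103011881) was at 0.11 ± 0.05 and 1.31 ± 0.24 CPM (log2 fold change 3.55 ± 0.70, adjusted p 0.011). Hoxc8 (ENSMUST00000189484, chromosome 15: 102990607 to 102994111) was at 0.11 ± 0.11 and 1.23 ± 0.69 CPM (log2 fold change 3.49 ± 0.64, adjusted p 0.0085). Hhipl2 (ENSMUST00000065900, chromosome 1: 183418215 to 183436808) was at 0.13 ± 0.07 and 1.51 ± 0.24 CPM (log2 fold change 3.46 ± 0.47, adjusted p 0.0017). Apart from Nup210l, these genes lost their call without HM1 replicate 1 and without HM1 replicate 2 (adjusted p from 0.055 to 0.124 over those fits). Hoxc6 also lost it when the counts of all its transcripts were added up (0.054).

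Lhx1 and Nup210l were set to be reported at each day, from what was known of the study. Lhx1 was lower in the knockout at day 2 (5.13 ± 0.45 against 0.25 ± 0.24 CPM, log2 fold change -4.20 ± 0.59, adjusted p 0.0031) and higher at day 3 (9.02 ± 5.62 against 42.3 ± 22.8 CPM, 2.24 ± 0.46, adjusted p 0.013). The day 3 call of Lhx1 was lost without either HM1 replicate (adjusted p 0.131 and 0.083). Nup210l was not called at day 0 (1.23 ± 0.24 against 1.75 ± 0.72 CPM, log2 fold change 0.51 ± 0.30, adjusted p 0.62) and was higher at day 2 (0.79 ± 0.11 against 4.51 ± 0.76 CPM, 2.49 ± 0.31, adjusted p 8.8e-04). Cyp26a1 was lower at day 0 (9.33 ± 4.0 against 0.68 ± 0.21 CPM, log2 fold change -3.80 ± 0.37, adjusted p 7.5e-05) and higher at day 3 (63.7 ± 4.3 against 150.4 ± 39.3 CPM, 1.24 ± 0.30, adjusted p 0.028). The day 3 call of Cyp26a1 was lost in 5 of the 6 fits that each left out a replicate. Pax6 was higher at day 3 (30.2 ± 10.7 against 179.3 ± 142.9 CPM, log2 fold change 2.25 ± 0.45, adjusted p 0.012). Pax6 lost its call without HM1 replicate 1 and without HM1 replicate 2 (adjusted p 0.120 and 0.130). With all samples Zfp42, Esrrb, Fgf5 and Sox1 were called at no day, with log2 fold changes between -1.28 (Esrrb, day 3) and 2.10 (Sox1, day 0). Esrrb at day 3 was called without line 319 (-1.99, adjusted p 0.020) and in the HM1-derived lines alone (-2.14, 0.042), and Fgf5 at day 2 without line 319 (1.19, 0.049) and in the HM1-derived lines alone (1.29, 0.024). Sox1 at day 0 was called in the HM1-derived lines alone (1.75, 0.040) and with the day fitted alone (1.80, 0.023). With technical replicates as separate samples each of these genes was called at 1 or more days.

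The calls of the 3 days overlapped. Days 0 and 2 shared 39 genes, all with the same sign, days 0 and 3 shared 37 (33 with the same sign) and days 2 and 3 shared 128 (125 with the same sign). The days use different libraries of the same lines, so differences between the lines are repeated in each day. Of the 1217 genes called at any day, 22 were called at all 3 days, and 19 of these kept their sign. Cyp26a1, Frzb and Lhx1 were lower at days 0 and 2 and higher at day 3. Among the 22 were 6 genes of the Y chromosome, lower throughout. At day 3 the calls also included all 9 tested genes of the Ugt1a cluster, whose shared exons give them the same reads.

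The fixed lists asked which programmes differed between genotypes, and 5 of 18 tests were called by camera. At day 0 the mesendoderm list was lower in the knockout, with a median log2 fold change of -1.47 (-1.20 without a gene near 0 counts) and 9 of 9 genes lower (adjusted p 9.7e-18). In that list 7 genes were called when adjusted over the list alone and 4 over all genes tested. At day 2 it was lower by a median of -0.85, with 7 of 9 genes lower (adjusted p 5.2e-04; 5 genes adjusted over the list alone and 2 over all genes tested). At day 3 the retinoic acid list was higher (median 0.84, 15 of 15 genes, adjusted p 7.7e-06; 7 genes adjusted over the list alone and 3 over all genes tested). The neural list was higher at day 3 (median 0.65, 11 of 16 genes, adjusted p 5.2e-04; 7 genes adjusted over the list alone and 4 over all genes tested). The pluripotency list was lower at day 3 (median -0.49, 15 of 19 genes, adjusted p 0.0011; 4 genes adjusted over the list alone and 2 over all genes tested). Without line 19 the pluripotency call was lost (adjusted p 0.124), and in line 319 the list median was higher than in line 1A4 by 0.36. Fry called 4 of the 5, all but pluripotency (adjusted p 0.23), and camera with an estimated correlation called the mesendoderm list at day 0 (adjusted p 0.0059) and none of the other four. The number of lists called was 9 without line 319 and 8 without HM1 replicate 2.

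The 13 other list tests were not called. Medians were 0.20 and 0.21 for pluripotency at days 0 and 2 (adjusted p 0.15 and 0.66), and 0.22, 0.58 and -0.10 for the primed list over the 3 days (adjusted p 0.80, 0.079 and 0.69). They were 0.11 and -0.42 for the neural list at days 0 and 2 (0.12 and -0.29 without genes near 0 counts; adjusted p 0.56 and 0.42), -0.48 and 0.54 for retinoic acid at those days (adjusted p 0.11 and 0.48), and 0.76 for mesendoderm at day 3 (0.69 without such a gene; adjusted p 0.15). The nucleoporin list, without Nup133 itself, had medians of 0.03, -0.09 and 0.13 (adjusted p 0.47, 0.69 and 0.077). In that list no gene was called at day 0, and over all genes tested 1 was called at day 2 and 2 at day 3 (0, 1 and 5 adjusted over the list alone). Some of these tests passed the threshold under other settings, of which 12 were run. Nucleoporins at day 3 passed in 4 of them (adjusted p 0.012 without line 319, 0.022 in the HM1-derived lines alone, 0.037 without line 19 at day 2 and 0.042 with each chromosome centred). The primed list at day 2 passed in 6 (0.015 without line 19, 0.021 in the HM1-derived lines alone, 0.031 with length and GC trends removed, 0.034 without line 19 at day 2, 0.038 without line 319 and 0.047 without HM1 replicate 2). Retinoic acid at day 0 passed in 4 (0.021 in the HM1-derived lines alone, 0.035 without line 319, 0.037 without line 19 at day 2 and 0.038 without HM1 replicate 1). The primed list at day 0 passed in 2 (0.012 without line 319 and 0.043 in the HM1-derived lines alone), and pluripotency at day 0 and neural at day 2 passed without HM1 replicate 2 (0.028 and 0.047).

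**Figure D3:**
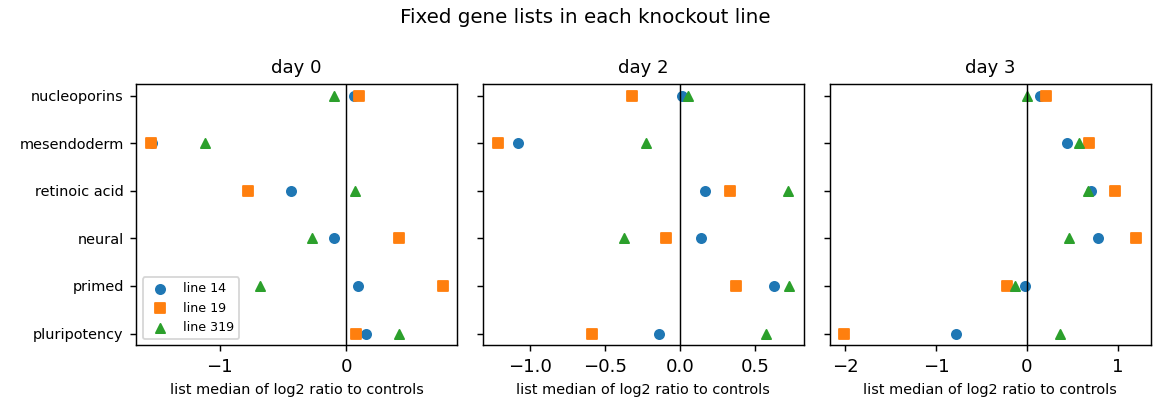
Median log2 ratio of each fixed list in lines 14 and 19 against HM1 and in line 319 against line 1A4, in CPM, 1 panel per day. The mesendoderm list lies below 0 in each line at days 0 and 2, and the retinoic acid and neural lists lie above 0 in each line at day 3.

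Whether the genotype difference itself changed with differentiation was tested as an interaction. Against day 0, the difference at day 2 changed for 4 genes and the difference at day 3 for 78 genes, 72 of them towards higher in the knockout. The 4 genes are Fam213a, Mixl1, Apln and Isg20, named after their values were seen, with interactions of 1.71, 3.43, 3.05 and 3.25 on the log2 scale. With the cell series as a block the day 2 count was 1. The day 3 count was 7 without HM1 replicate 1, 6 without HM1 replicate 2, 26 without line 14 and 401 without line 319.

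Both genetic backgrounds were then compared without shared controls. Genes were called in the HM1-derived samples alone, and the direction was read in line 319 against line 1A4, which has no replicates. At day 0, 235 of 310 called genes had the same sign, 75.8% (95% Wilson interval 70.7 to 80.2). At day 2 the share was 72.7% (178 of 245, interval 66.8 to 77.9), and at day 3 it was 82.7% (912 of 1103, interval 80.3 to 84.8). Simulated data without an effect in line 319 gave 50%. They held no other differences between lines, so the share that such differences alone would give is not known. Over all 18131 genes the Spearman correlation of both sets of log2 ratios was 0.09, 0.11 and 0.42. These are correlations across genes, which are not independent replicates. The Wilson intervals treat the called genes as independent too, so they are too narrow where genes change together. They do not cover differences between lines.

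The labels give line 319 as female with extra copies of chromosomes 8 and 12, so the median log2 ratio per chromosome was compared with line 1A4. Chromosome 12 was higher by 0.44, 0.48 and 0.48 at days 0, 2 and 3, and the X chromosome by 0.70, 0.57 and 0.48. Chromosome 8 was lower, at -0.41, -0.58 and -0.53, while the labels give it as gained. The autosomes other than 8, 11 and 12 lay between -0.11 and 0.06 over the 3 days in line 319, between -0.03 and 0.09 in line 14, and between -0.07 and 0.19 in line 19 at days 0 and 3. In line 19 at day 2 they ran from -0.28 to 0.19. Chromosome 8 was also lower in line 19 against HM1 (-0.22, -0.31 and -0.39), and chromosome 11 was lower in line 14 (-0.26, -0.32 and -0.32), line 19 (-0.23, -0.29 and -0.36) and line 319 (-0.11, -0.19 and -0.23). The values of chromosomes 8 and 11 in line 19 at day 2, and of chromosome 11 in line 319 at day 0, lay close to the lowest of the other autosomes. With length and GC trends removed, those 3 values were -0.26, -0.25 and -0.14, where the other autosomes lay at 0.03 to 0.15 in line 19 at day 2 and at -0.05 to 0.05 in line 319 at day 0. Lhx1 and Nup133 lie on chromosomes 11 and 8, and their log2 fold changes were several times these medians.

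**Figure D4:**
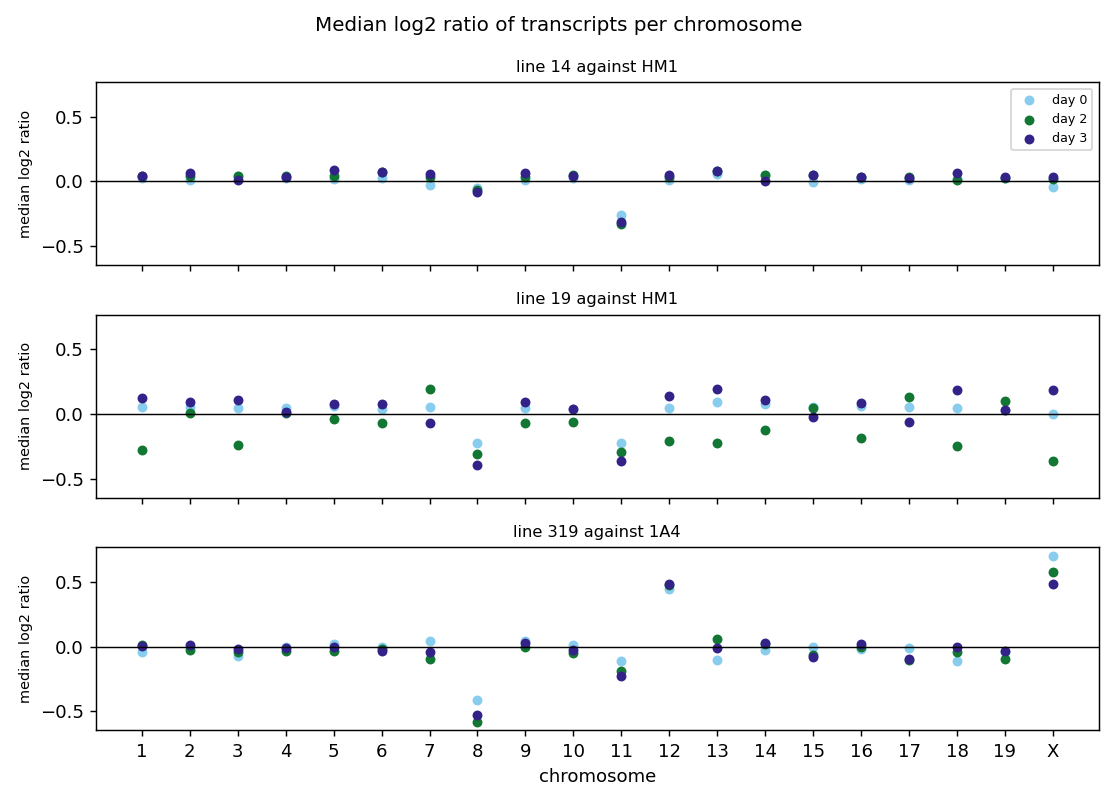
Median log2 ratio of transcripts on each chromosome in lines 14 and 19 against HM1 and in line 319 against line 1A4, at 3 days. Chromosome 8 lies at -0.41 to -0.58 in line 319, chromosome 12 at 0.44 to 0.48 and the X chromosome at 0.48 to 0.70.

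Fibroblast transcripts were summed to look for feeder cells. Their sum was 347.1 ± 136.7 CPM in controls and 190.6 ± 55.3 in knockout samples at day 0, 220.3 ± 32.9 and 127.1 ± 20.96 CPM at day 2, and 346.3 ± 63.5 and 200.9 ± 51.1 CPM at day 3. At day 0 the difference between the means was near the SD of the controls. Those controls held 438.8 and 412.5 CPM in HM1 and 189.9 CPM in line 1A4. Lines 14, 19 and 319 held 253.0, 147.8 and 170.9 CPM at that day. At days 2 and 3 every knockout sample lay below every control sample. The log2 ratio of the means was -0.86, -0.79 and -0.79, and -1.17, -1.005 and -0.98 without Col1a1 and Col1a2. Col1a1 and Col1a2 were not called at day 0 (log2 fold changes of -0.29 and -0.26, adjusted p 0.88 and 0.90).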

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

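The interaction of single genes was a contrast of the main fit. Fits without a replicate, with a technical replicate alone and with the block were among the alternatives set before the data were examined. Fry and camera with an estimated correlation were the alternatives named for list tests. The other tests in this part were chosen after the results were seen. Exceptions are the thinning of libraries for single genes and the share of opposite signs over all genes.

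A test of the interaction showed that the genotype difference was not the same at each day. Against day 0 it differed at day 2 for 4 genes, all towards higher in the knockout, and at day 3 for 78 genes, 72 of them towards higher. For each of these counts, 1 of the 10 splits of the 6 cell series into 3 and 3, the real one, gave as many genes. The other 9 splits gave 0 genes, with at most 910 genes at an unadjusted p below 0.05 at day 2 and at most 989 at day 3, where the real split had 1308 and 1986. With 3 against 3 the share of splits cannot fall under 1 in 10.

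Of the named genes, 5 had an interaction at day 3. The values were 4.52 for Aplnr (adjusted p 0.048), 7.78 for Lhx1 (1.5e-04), 9.04 for Cer1 (0.0031), 5.04 for Cyp26a1 (1.5e-04) and 3.06 for Nup210l (0.0046), on the log2 scale. In the day 0 knockout samples Aplnr had at most 2 counts and Cer1 had 0, so the fitted values of these genes are not bounds. The change from day 0 to day 3 had the same sign in all 3 knockout lines for 5 of the 5 genes. For Lhx1, Cyp26a1 and Nup210l this argues against 1 line alone as the source. For Aplnr and Cer1 the day 0 counts left little room for a fall, so their sign cannot decide this. With the length and GC trends of each sample removed and the series as a block, 5 genes were still called, which argues against those trends. With each chromosome centred in each sample, 4 were called and Aplnr had an adjusted p of 0.051, which argues against chromosome copy number for the other four. With every sample thinned to the lowest depth and the block kept, 17 genes had a day 3 interaction, against 75 with the block alone. Of the 5 named genes 2 were called, Lhx1 and Cyp26a1. Aplnr (0.117), Cer1 (0.061) and Nup210l (0.058) were not, with interactions of 6.59, 7.79 and 2.94, so for these 3 genes a difference in depth and a loss of power by thinning cannot be told apart. Nup210l also lost its call with 1 technical replicate alone (adjusted p 0.081), without HM1 replicate 1 (0.090), without HM1 replicate 2 (0.196) and without line 14 (0.059). A genotype effect that depends on the stage of differentiation stays open as a hypothesis, and so do other differences between the 5 lines, since each line has 1 genotype.

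The same test on the fixed lists, adjusted over 12 tests, called mesendoderm at day 2 and 4 lists at day 3. At day 2 the mesendoderm list rose relative to day 0 by a median of 0.76 (0.70 without genes near 0 counts; 8 of 9 genes), but the median was -0.16 in line 14, and neither fry (adjusted p 0.059) nor camera with an estimated correlation (0.10) called it. At day 3 the medians were -0.67 for pluripotency (16 of 19 genes lower), 0.81 for neural (0.49 without genes near 0 counts; 11 of 16 genes higher), 0.79 for retinoic acid (0.72 without such a gene; 12 of 15 genes higher) and 2.13 for mesendoderm (1.98 without such a gene; 9 of 9 genes higher). Fry and the estimated correlation both called neural (adjusted p 0.011 and 0.041), retinoic acid (0.0055 and 0.020) and mesendoderm (9.4e-04 and 0.0053), and neither called pluripotency (0.24 and 0.31), whose median in line 319 was 0.01. With the block, the 5 lists were still called at equal depth and with the length and GC trends removed, which argues against depth and against those trends as the whole source. Removing the trends also brought pluripotency, primed and retinoic acid at day 2 past the threshold (adjusted p 0.046 each). The interaction of the lists was not tested with chromosomes centred. The mesendoderm interactions contain the day 0 difference of that list, so they are not separate evidence for it.

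In some named genes and lists the difference in line 319 against line 1A4 had the opposite sign to that in both HM1-derived lines. This difference between backgrounds was not tested, because line 319 and line 1A4 are 1 sample each per day. The genes were counted among Nup133, Lhx1, Nup210l and the differentiation genes. They were Zfp42 (line 319 at -0.19 at day 0 and 0.34 at day 2) and Esrrb (1.00 at day 2 and 0.50 at day 3). The others were Sox1 (-1.53 at day 2 and -0.54 at day 3) and Pax6 (-0.094 at day 0 and -0.67 at day 2). Among lists they were pluripotency (0.58 at day 2 and 0.36 at day 3), primed (-0.68 at day 0), retinoic acid (0.068 at day 0) and nucleoporins (-0.10 at day 0). These are 8 of 27 gene and day values and 5 of 18 list and day values. The 5 genes chosen per day were not counted. Among those, line 319 was also opposite for Hoxc6 at day 0 (-0.58) and Sprr2a3 at day 3 (1.45), both at few counts. Over 14164 genes the share was 35.9%, 25.7% and 23.5% at days 0, 2 and 3, with a mean of 28.4%. Lines 14 and 19 share the HM1 samples they are compared with, so the share without any change is not known, and opposite signs of unchanged genes and a true difference between backgrounds cannot be told apart. With each chromosome centred, 6 of the 8 gene values stayed opposite, which argues against chromosome copy number for these. Zfp42 at day 0 and Esrrb at day 3 did not stay opposite and Zfp42 at day 3 became opposite, so for these 3 values copy number stays a candidate source. The sex of line 319 and its genetic background, which the labels give, are further open explanations that were not tested.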

How the results depend on the processing

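The splits of the samples given last were counted after the results were seen. Direction and significance of the Nup133 fall were kept in 20 of 20 alternatives at day 0 (log2 fold change from -3.39 to -2.88), 19 of 20 at day 2 (-3.62 to -2.98) and 20 of 20 at day 3 (-3.63 to -3.08). The exception was the fit of day 2 alone (-3.27, adjusted p 0.188), which used 6 samples; adjusted p ranged from 2.8e-35 to 0.188 over the day 2 alternatives. The counts of genes called moved much more, and the cause was not tested unless it is given.

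Knockout against control gave 156, 292 and 951 genes at days 0, 2 and 3, and interactions of 4 genes at day 2 and 78 at day 3. DESeq2 gave 562, 1400 and 2063 genes and interactions of 70 and 448; it also called more unchanged genes in simulated data. At day 2 it called 790 higher and 610 lower, against 116 and 176, and its interactions held 55 higher and 15 lower at day 2 and 354 and 94 at day 3. Technical replicates treated as separate samples gave 4895, 7969 and 7890, because sequencing of 1 sample was counted as replication. Technical replicate a alone, with fewer counts, gave 136 at day 2, 542 at day 3 and interactions of 2 and 16. Without the background term there were 185 at day 2, 516 at day 3 and interactions of 2 and 50. Without a filter the interactions were 7 and 131, and with a mean of at least 1 CPM they were 2 and 43. A log2 fold change of at least 1 left 593 genes at day 3, and between days 3950 and 2429 in controls and 4135 and 3509 in the knockout. Each day fitted alone gave 244, 0 (1460 at an unadjusted p below 0.05) and 2546 genes. The HM1-derived lines alone gave 313 genes at day 0 and interactions of 0 (1867 unadjusted) and 143. Without chromosomes 8, 12, X and Y the day 2 interaction had 2 genes. With DESeq2's size factors the 9 counts were within 1.5 times, and the share higher moved by less than 10 percentage points.

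Leaving out each replicate in turn gave 18 to 406 genes at day 0, 22 to 1374 at day 2 and 17 to 2019 at day 3. The interactions ranged from 0 (without HM1 replicate 2, 590 unadjusted) to 10 and from 6 to 401. The lowest counts came without an HM1 replicate and the highest without line 319. Between days the range was 2833 to 8904 and 1215 to 6362 in controls, and 3813 to 7718 and 4340 to 7583 in the knockout, with the highest counts of the controls without line 19.

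Alternatives chosen after seeing the data were these. Leaving out line 19 at day 2 gave 380 genes at day 0, 3007 at day 3, a day 3 interaction of 268 and 6138 in controls from day 2 to day 3. Leaving out chromosome 11 besides 8, 12, X and Y gave 169 at day 2, 581 at day 3 and 2 for the day 2 interaction, with fewer genes tested. Removing trends with transcript length and GC content gave 305, 827 (424 higher, 403 lower) and 2006 genes, and with the replicate block interactions of 18 (16 higher, 2 lower) and 232 (175 higher, 57 lower). Summing the transcripts of a gene, the longest transcript as representative and centring each chromosome kept the 9 counts within 1.5 times.

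The samples are paired between days by cell series. With the replicate block the day 2 interaction had 1 gene in place of 4. With every sample also thinned to the lowest depth, the day 3 interaction had 17 genes in place of 78. The block brought Pax6 in controls from day 0 to day 2 (adjusted p 0.085 to 0.0065), and Zfp42 (0.060 to 0.017) and Esrrb (0.067 to 0.018) in the knockout from day 2 to day 3, past the threshold, and changed no other call among the counts and named genes it was run on.

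Of the fixed lists 5 were called; leaving out each replicate gave 5 to 9, the HM1-derived lines alone 9, line 19 at day 2 left out 8, and camera with an estimated correlation 1. Chromosome 12 of line 319 at day 3 was at 0.46 with genes of at least 10 CPM, against 0.48. The same sign share of both backgrounds, the feeder sums and the other chromosome medians of line 319 kept their values within the error of each.

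Some single genes reversed their direction when a replicate was left out; they were called neither with all samples nor in the fits where they reversed. The ranges were -0.11 to 0.10 for Zfp42 at day 0, -0.043 to 0.49 for Esrrb at day 0 and -1.38 to 0.10 at day 2, -0.51 to 0.87 for Sox1 at day 2 and -0.10 to 0.51 at day 3, and -0.059 to 1.02 for Pax6 at day 2. The day 2 interactions ranged from -0.23 to 0.0035 for Nup133, -3.21 to 0.23 for Sox1 and -0.68 to 0.012 for Pax6. In the knockout from day 0 to day 2, Sox1 ranged from -1.01 to 2.39, and the upper value, without line 319, was called (adjusted p 0.012). Esrrb at day 2 was 0.0145 without line 19 at day 2, and the Nup133 interaction at day 2 was 0.034 with both trends removed and the replicate block. Over all settings of single genes, 53 further values lost their call and 43 gained one, with their direction kept.

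Depth limits genes near 0 counts, where the folds are bounds. For each of the 9 counts of genes, 1 of the 10 splits of the 6 samples into 3 and 3, the real one, gave as many genes, and 3 against 3 allows no smaller share. Other splits by genotype gave 0 genes, with 189 to 1110, 573 to 2778 and 134 to 1240 at an unadjusted p below 0.05 at days 0, 2 and 3. Other splits between days gave 0 genes (51 to 944 and 52 to 877 unadjusted in controls, 816 to 4368 in the knockout from day 2 to day 3), except in the knockout from day 0 to day 2 with up to 113, and up to 6 among the splits that part all 3 pairs, against 6561; the others keep both samples of at least 1 pair together.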

Other observations

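The tests in this part were chosen after the patterns were seen, except that of depth for the mesendoderm list. Among the other settings of that list test, some were alternatives set before the data were examined, such as the fits without a replicate.

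Y-linked transcripts were low in lines 14 and 19, which the labels give as XY and likely XY. The sum of Ddx3y, Eif2s3y, Uty, Kdm5d, Zfy1 and Uba1y was 141.3 CPM in HM1 at day 0, 10.7 in line 14 and 8.97 in line 19. As a share of HM1, line 14 held 7.55%, 3.88% and 3.87% and line 19 held 6.35%, 2.37% and 5.28% at days 0, 2 and 3. Line 319, labelled XX, held at most 0.476%. At days 2 and 3, samples taken from an XX line are argued against by Xist. In lines 14 and 19 it was then at most 1.11% of its lowest level in line 319. At day 0 Xist was at 12.7 CPM in line 14, 9.04 in line 19 and 28.9 in line 319. These Xist levels alone are too close to decide the question for the day 0 samples. The day 0 median of the X chromosome was -0.041 in line 14 and -0.002 in line 19 against HM1. In line 319 against line 1A4 it was 0.70. Chromosome 12 lay at 0.011 and 0.048 in lines 14 and 19 and at 0.44 in line 319. These medians argue against day 0 samples taken from an XX line such as line 319. The level of Xist is uncertain, since Gm27733 and Gm27927 overlap it on the same strand and Tsix, Gm26992 and Gm27520 on the opposite strand. Shared reads can only add to it, so they cannot account for the low level in lines 14 and 19, and in line 319 the 5 genes together held at most 4.38% of the Xist level at days 2 and 3. Uba1y is overlapped on the opposite strand by Gm28588. Feeder cells, and reads of X-linked copies placed on Y genes, are argued against by the sum in line 319. This line was grown the same way and has 2 X chromosomes. Its sum stayed at 0.476% or less, where lines 14 and 19 held at least 2.37%. Kdm5d alone is an exception, at 0.143 and 0.173 CPM in line 319 at days 0 and 2, on 7 and 4 counts. Line 14 held 0.137 and 0.076 CPM of it at those days, and line 19 held 0.046 and 0 CPM. For Kdm5d neither source is argued against at those days. A candidate explanation is that most cells of lines 14 and 19 lack the Y chromosome: the median share over the 6 genes, 3 days and both lines was 3.99%. The 3 most abundant genes had similar shares within a sample, for example 3.98%, 3.63% and 4.13% for Ddx3y, Eif2s3y and Uty in line 14 at day 2. Line 19 at day 2 is an exception at 0.536%, 4.28% and 0.293%, with 2, 38 and 1 counts. Single genes ranged from 0% to 9.52%, where the low values rest on a few counts. No DNA was analysed here.

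Line 19 at day 2 departed from line 14 at day 2. The SD over 9800 genes of the log2 ratio of line 19 to line 14 was 0.88 at day 2, against 0.21 at day 0 and 0.35 at day 3. At day 2 the ratio fell with transcript length, from a median of 0.82 in the quintile of shortest transcripts to -0.91 in that of the longest. It rose with GC content from -0.80 to 0.31. A GC trend was also present at day 3, in the other direction, from 0.31 in the lowest quintile to -0.30 in the highest. Gm42418, overlapped on the opposite strand by AY036118 and CT010467.1, held 10.1% of the counts of this sample and at most 1.48% in the other 17. Without Gm42418, Mir6236 and Lars2 the median of the shortest quintile still exceeded that of the longest by 1.73, where a few genes taking the counts would lower the other genes alike, which argues against this as the whole source. With every sample thinned to the same depth the SD was 0.877 at day 2, against 0.22 at day 0 and 0.36 at day 3, which argues against depth. Removing both trends brought the SD to 0.608, still above 0.20 at day 0 and 0.28 at day 3, so the trends with length and GC content account for part of the spread at most. A fault of this library beyond these trends and a difference of the cells stay open, since there is 1 such sample. No biological explanation was tested. Without this sample 3007 genes were called at day 3 in place of 951. The sample is not in the day 3 comparison, so it lowered that count through what the fit shares between days. Those shared parts are the estimate of the spread, the scaling, the filter and the background term. Which of them acted was not tested.

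The labels give line 319 extra copies of chromosomes 8 and 12, and chromosome 8 transcripts were lower in line 319 than in line 1A4. The median was below 0 in 13 of 13 windows of 10 Mb at each day, which argues against a few strongly changed genes. With the length and GC trends removed the median nearest to 0 was -0.44, which argues against those trends. Chromosome 12 was higher by at least 0.44 and Xist, with the overlaps given above, was high at days 2 and 3, as the labels give for line 319, which argues against a swap with another line. An extra chromosome 8 in line 1A4 alone is argued against by line 319 being lower than line 14 too, by -0.32 at the nearest, and by line 1A4 exceeding HM1 by no more than 0.09. What stays open is a copy of chromosome 8 that line 319 lacks and the control lines hold, which was not tested beyond these ratios.

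Chromosome 11 transcripts were lower in all 3 knockout lines. At least 12 of 13 windows were below 0 in every line and day, which argues against a few strongly changed genes, and the median nearest to 0 was -0.14 with the length and GC trends removed, which argues against those trends as the whole source. The autosomes other than 8, 11 and 12 then lay at -0.11 or above. The median over lines and days was -0.26. Line 1A4, a control, was itself lower than HM1 on chromosome 11 by -0.19, -0.18 and -0.14 at days 0, 2 and 3. More copies in part of the HM1 cells are argued against as the source in line 319, which was compared with line 1A4 and was lower by -0.11 at the nearest (-0.14 with the trends removed), and stay open for lines 14 and 19. More copies in part of the cells of line 1A4 were not tested and stay open for line 319. Against line 14, line 319 lay at -0.026, -0.034 and -0.044 on chromosome 11 at days 0, 2 and 3. Fewer copies in part of the knockout cells, more copies in part of the control cells and an effect of Nup133 loss cannot be told apart. No ratio equals that of whole copies, and each line has 1 genotype. Genes of chromosome 11 made up 13.5%, 20.2% and 14.8% of the calls at days 0, 2 and 3, and 8.13% of the genes tested. Of these calls 20 of 21, 56 of 59 and 126 of 141 were lower in the knockout.

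The mesendoderm list was lower in the knockout lines at day 0, before differentiation was started. T was at 40.2 CPM in controls and 3.06 in the knockout, Eomes (overlapped on the opposite strand by Gm33460) at 26.5 and 9.62 CPM, and Mixl1 at 6.30 and 0.34 CPM. The list median was -1.53, -1.54 and -1.12 in lines 14, 19 and 319, and -1.20 without Cer1, which had 0 counts in the knockout. Chromosome copy number is argued against by a median of -1.48 with each chromosome centred. With the length and GC trends removed the list had a camera adjusted p of 4.8e-15, and with every sample thinned to the lowest depth 6.0e-16, which argues against those trends and against depth. Over 12 other settings of the list test the adjusted p ranged from 3.1e-22 to 0.0059, and the list was called in each. Fewer feeder cells as the whole source are argued against by a fit with the fibroblast sum of each sample as a term. It brought the median of the fibroblast list at day 0 from -0.70 (11 of 12 genes lower) to -0.094, or to -0.11 for the sum without Col1a1 and Col1a2, and left that of the mesendoderm list at -1.25 and -1.165, with a camera adjusted p of at most 1.7e-15. This is consistent with fewer cells of mesendodermal character in the knockout cultures at day 0, as a hypothesis found and tested on the same data. Differences between the lines other than Nup133 stay open, since each line has 1 genotype.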
